A study of Mus musculus with 12 samples. Its data were reported in "Immune Niche Formation Reveals Mechanisms of Tumor Dormancy and Targeting Opportunities" (2026).

How the data were processed

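RNA was measured in 12 libraries of D2A1 cells, a mouse mammary carcinoma line, sorted from mouse lungs after injection into the tail vein. The cells carried a histone fused to green fluorescent protein and a membrane dye, CellVue Claret, that is diluted as cells divide. Per the labels, 6 libraries came from dormant and 6 from growing tumour cells, and in each state 3 came from WT hosts and 3 from KO hosts. KO hosts lacked Tgfbr2, a receptor for transforming growth factor beta, in their myeloid cells. Replicate numbers were taken from the labels. The column names gave library batch 1 for every WT library and library batch 2 for every KO library.

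The authors sorted aliquots of 50 cells into lysis buffer and, by their methods, made libraries with a full-length protocol for small inputs (Smart-seq), whereas the labels name a TruSeq mRNA kit and total RNA treated with DNase I. They trimmed reads with Cutadapt, aligned them with STAR in a mode of repeated passes to the mouse genome build mm10 and estimated gene levels with RSEM on a GENCODE annotation. The deposited values are TPM, a relative measure of transcript abundance, in which gene length and library total have been divided out. Each of the 12 columns summed to between 1000000 and 1000001 over 54146 genes. TPM keeps no record of depth, so the number of reads behind each value is unknown and no counting interval was computed. The precision given here is the spread between 3 libraries per group. RSEM shares reads between similar sequences by an estimate, so levels of multi-copy genes, pseudogenes and overlapping genes are uncertain, and the use of strand was not stated. A further 30 per-sample columns of the table could not be mapped to a labelled sample and were not used.

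TPM was taken as deposited, with no further scaling, and transformed to log2(TPM + 1). Genes with a TPM of at least 1 in at least 3 libraries were tested, which left 13002 of the 25916 genes above 0 in at least 1 library. Because these values are not counts, a count model such as the DESeq2 fit of the authors was not used. A linear model was fitted to all 12 libraries with limma 3.58.1 (eBayes with a trend, R 4.3.3), with 1 mean per group and 1 spread per gene (8 residual degrees of freedom), and 6 contrasts were tested. These were KO against WT hosts in dormant and in growing libraries, dormant against growing libraries in WT hosts, in KO hosts and over both hosts, and the interaction, which is the dormant against growing difference in KO hosts minus that in WT hosts. A gene was called where the Benjamini-Hochberg adjusted p was at most 0.05 and the difference at least 1 on the log2(TPM + 1) scale, two-sided. Fold changes on this scale understate the change of genes at low TPM. Where all libraries of a group are listed at 0, the values of each library are given and no fold is stated. Batch and host are the same split, so batch could not be a covariate.

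The 6 contrasts and their tests, the alternatives, the 19 gene lists and the rule for naming genes were chosen before the data were examined, whereas some tests of technical explanations were chosen later, as stated with them. The rule took, for each contrast, up to 3 higher and 3 lower genes with the largest difference in size among called genes whose groups of libraries did not overlap in TPM. For the interaction, the dormant KO libraries had to lie apart from each other group. To these were added panels of 77 genes that the study dealt with. There were 19 lists with 383 genes in all, of which 382 were in the table. The 8 programme lists were cell cycle G2/M, DNA replication and E2F, MYC targets, mTORC1 signalling, unfolded protein response, interferon gamma response, inflammatory mediators, and complement and coagulation. The 11 cell type lists were macrophage, neutrophil, T and NK cell, B cell, alveolar type 2, alveolar type 1, club and ciliated, endothelial, fibroblast, erythroid and squamous epithelium. They were written from general knowledge and are not a published collection. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over 114 tests. A mesothelium list and a set of 12 satellite-type genes were written after the data were seen.

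The scripts were tested on simulated data. Of 200 genes among 13002 that were changed by 3 log2 units between the dormant groups, 76 were called (38%), with a median fitted change of 2.88, and 3 unchanged genes were called. In the growing comparison, where nothing had been changed, 0 genes were called. For lists, only complement and coagulation was raised, in dormant KO. All 4 list tests with a true change were called, and 0 of the other list tests. Genes were simulated independently and with the same spread in every group. The simulation therefore does not check list tests where genes vary together, or groups of unlike spread.

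The alternatives were a pseudocount of 0.1 or 5, no filter, a minimum of 5 TPM, median-ratio scaling over the 5729 tested genes above 0 in every library, quantile normalization, a fit of only the groups compared, array weights, a replicate block, 2 other thresholds, fry and an estimated correlation for lists, and leaving out each library in turn. Coordinates are those of GENCODE M21 on the mouse build GRCm38, which is the mm10 assembly, matched by gene identifier. Of the 13002 genes tested, 12998 were found there. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.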

Results

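Gene expression was measured in 12 libraries of D2A1 mouse mammary carcinoma cells recovered from the lungs of mice. Cells that had kept a membrane dye lost on division were sorted as dormant, and cells that had lost it as growing. The hosts were WT mice and mice in which Tgfbr2 had been deleted in myeloid cells (KO). This gave 4 groups of 3 libraries, named dormant WT, dormant KO, growing WT and growing KO. All WT libraries belonged to library batch 1 and all KO libraries to library batch 2, so that batch and host cannot be told apart in any comparison of hosts, while each comparison of states within 1 host lies within 1 batch. Values were TPM, which is scaled to the same total in every library and holds no depth. The number of genes above 0 was 13242, 11325 and 12240 in the dormant WT libraries, 15040, 14770 and 15315 in dormant KO, 14475, 14352 and 14388 in growing WT, and 13406, 13752 and 14063 in growing KO.

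The deleted gene was read first. Tgfbr2 (ENSMUSG00000032440.13, chromosome 9, 116084293 to 116175360 on the minus strand of GRCm38) was at 3.38, 0.14 and 11.09 TPM in the dormant WT libraries and at 10.90, 2.19 and 11.48 TPM in dormant KO. The growing WT libraries had 1.01, 0.44 and 0.72 TPM and the growing KO libraries 1.27, 1.58 and 1.47 TPM. No difference between KO and WT hosts was called by limma, with a log2 difference of 0.99 (adjusted p 0.428) for dormant libraries and 0.51 (adjusted p 1) for growing libraries. The dormant difference was 0.10 without the dormant WT library of replicate 2 and 1.80 without that of replicate 3. Over all fits its adjusted p was at least 0.0932. The deletion was made in myeloid cells of the host and not in the injected tumour cells, so these values do not check the labels.

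Agreement between libraries was compared as Pearson's r across the 13002 genes tested, which are not independent replicates. Within groups the mean r of the 3 pairs was 0.950 ± 0.00160 (SD) for growing WT, 0.917 ± 0.00384 for growing KO, 0.872 ± 0.00843 for dormant KO and 0.687 ± 0.0254 for dormant WT. Dormant WT libraries correlated more with growing WT libraries (mean r 0.749 over 9 pairs) than with each other. Growing WT and growing KO libraries had a mean r of 0.909, and dormant KO libraries had 0.739 with growing KO and 0.623 with dormant WT. The pseudocount moved the value of dormant WT most, to 0.766 at 5 and 0.609 at 0.1. The first principal component held 28.4% of the variance and set the dormant KO libraries apart from the other 9. The second held 24.1% and spread the dormant WT libraries.

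**Figure D1:**
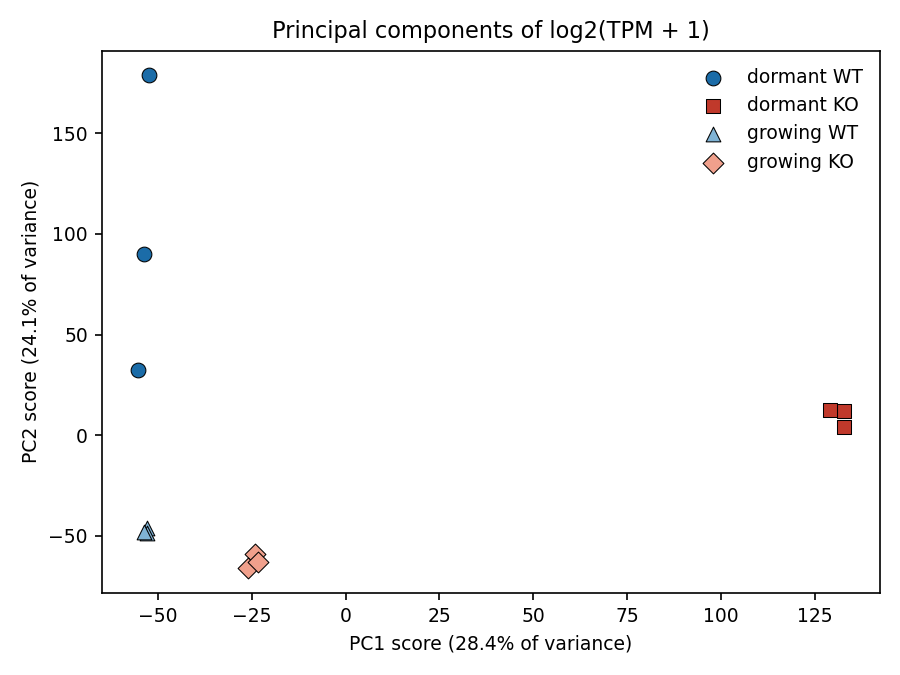
Scores of the 12 libraries on the first principal component (x axis, 28.4% of variance) and the second (y axis, 24.1%) of log2(TPM + 1), with 1 point per library coloured by group. The dormant KO libraries lie between 128.9 and 132.8 on the x axis, and the dormant WT libraries spread from 32.6 to 178.7 on the y axis.

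The most abundant transcripts differed between groups. These genes were singled out after their values were seen. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050, plus strand) had the highest TPM of all genes in 9 libraries, at 35301 ± 4058 TPM (SD, n = 3) in dormant WT, 33171 ± 1192 in growing WT and 31139 ± 1916 in growing KO. In dormant KO Spp1 was at 1390 ± 140 TPM. There the most abundant transcript was Sftpc (ENSMUSG00000022097.4, chromosome 14, 70520949 to 70524081, minus strand), which codes for surfactant protein C, at 37860 ± 1362 TPM. Sftpc was at 97.3 ± 51.1 TPM in dormant WT, 66.3 ± 19.4 in growing WT and 410 ± 19.9 in growing KO. Akr1c18 (chromosome 13, 4132615 to 4150654, minus strand) was at 15.8 ± 6.18 TPM in dormant KO against 2053 ± 516 in dormant WT, 1371 ± 58.5 in growing WT and 1452 ± 159 in growing KO. Spp1 and Akr1c18 were called lower and Sftpc higher in dormant KO than in dormant WT, with log2 differences of -4.66, -6.97 and 8.76 and limma adjusted p of 5.2e-11, 1.59e-08 and 5.32e-08.

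Haemoglobin transcripts made up 5.39% ± 0.281 (SD, n = 3) of TPM in dormant KO, 1.10% ± 0.203 in dormant WT, 0.649% ± 0.0334 in growing WT and 0.730% ± 0.0460 in growing KO. A set of 12 satellite-type genes, among them Gm10800, took 2.52%, 4.95% and 3.69% of TPM in the dormant WT libraries and at most 0.00899% in every other library. Mitochondrial transcripts took from 3.81% to 7.59% across the 12 libraries.

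**Figure D2:**
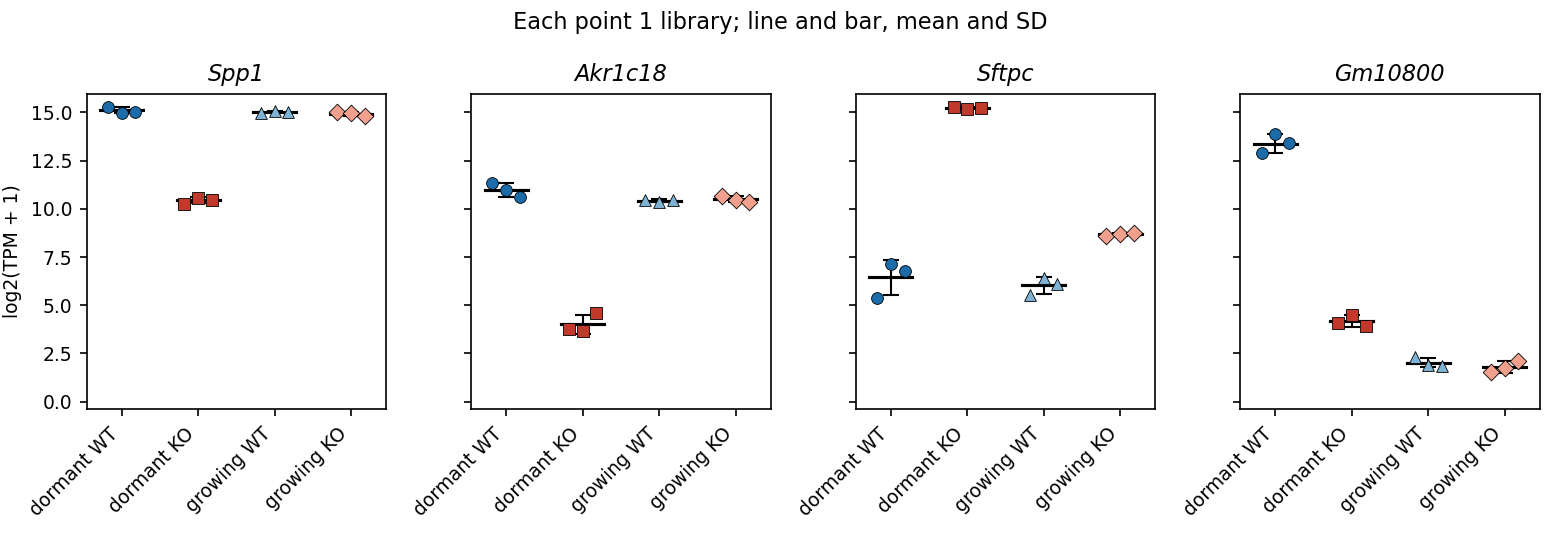
Expression of Spp1, Akr1c18, Sftpc and Gm10800 as log2(TPM + 1) on the y axis in the 4 groups on the x axis, with 1 point per library, the mean as a line and the SD as a bar. Dormant KO libraries are lowest for Spp1 and Akr1c18 and highest for Sftpc, and dormant WT libraries are highest for Gm10800.

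The comparison of dormant KO with dormant WT libraries addressed whether loss of Tgfbr2 in host myeloid cells changed dormant tumour cells. Of 13002 genes tested, 2898 were called with limma, 1677 higher and 1221 lower in dormant KO, and 4591 had an unadjusted p under 0.05. In 2786 of the called genes the 3 libraries of the groups did not overlap. Chance alone gives this for 10% of unselected genes, but calling selects for separation, so the rates cannot be compared. Array weights moved the count most, to 1418. The fit gave all groups 1 spread per gene although dormant WT libraries varied most, so the count of 2898 may be too high. With median-ratio scaling 74.1% of the calls were higher in dormant KO, against 57.9% on TPM as deposited and 50.1% under quantile normalization, and the median difference of all genes went from 0.17 to 0.52. Under quantile normalization that median was -0.14. Here and below, differences are on the log2(TPM + 1) scale and understate the change of genes at low TPM.

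The largest rises by the naming rule were those of Rarres2, Sftpa1 and Slpi. Rarres2 (ENSMUSG00000009281.6, chromosome 6, 48569696 to 48572789, minus strand) was at 11586, 11964 and 10779 TPM in dormant KO and at 0.13, 75.85 and 0 TPM in dormant WT, a log2 difference of 11.33 ± 1.26 (SE, adjusted p 6.99e-05 by limma). Sftpa1 (ENSMUSG00000021789.14, chromosome 14, 41131782 to 41136452, plus strand) was at 2876, 3170 and 3091 TPM in dormant KO and at 0.09, 0 and 2.64 TPM in dormant WT, with a log2 difference of 10.91 ± 0.606 and an adjusted p of 4.46e-07. Slpi (ENSMUSG00000017002.14, chromosome 2, 164354070 to 164389095, minus strand) was at 1700, 1272 and 1712 TPM in dormant KO and listed at 0 in all 3 dormant WT libraries (adjusted p 9.48e-09). The largest falls were those of Gm10800 (ENSMUSG00000075014.1, chromosome 2, 98666547 to 98667301, minus strand), Gm26870 (ENSMUSG00000097312.1, chromosome 9, 3000282 to 3038313, minus strand) and Gm10718 (ENSMUSG00000095186.1, chromosome 9, 3023547 to 3025218, plus strand). Gm10800 was at 7582, 14906 and 10804 TPM in dormant WT and at 16.07, 21.86 and 14.05 TPM in dormant KO, a log2 difference of -9.21 ± 0.372 (adjusted p 5.05e-08). Gm26870 and Gm10718 differed by -9.19 and -8.99, with adjusted p of 5.32e-08 and 1.99e-07. Gm26870 overlaps 9 genes on the opposite strand, Gm10718 among them. Reads of such repeat-derived genes can be shared between copies, so the level of each is uncertain.

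Slurp1, Cd200 and Klf4 were followed because the study dealt with them in dormant cells of KO hosts. Slurp1 (ENSMUSG00000022596.3, chromosome 15, 74724318 to 74728034, minus strand) was at 666, 742 and 799 TPM in dormant KO and listed at 0 in all 3 dormant WT libraries. Growing KO libraries had 6.62, 5.79 and 5.42 TPM and growing WT libraries 0.09, 0 and 0 TPM. By mean TPM, Slurp1 was gene number 229 in dormant KO. Cd200 (ENSMUSG00000022661.14, chromosome 16, 45382135 to 45409053, minus strand) was at 593, 640 and 487 TPM in dormant KO, listed at 0 in all dormant WT and growing WT libraries, and at 26.00, 7.16 and 6.19 TPM in growing KO. The limma adjusted p for dormant KO against dormant WT was 9.1e-08 for Slurp1 and 9.64e-07 for Cd200. Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466, minus strand) was at 21.91, 30.22 and 35.38 TPM in dormant KO and 21.64, 21.63 and 4.80 TPM in dormant WT, a log2 difference of 1.04 ± 0.583 (SE) that was not called (adjusted p 0.232). Without the dormant WT library of replicate 3 the difference of Klf4 was 0.39. A two-sided exact permutation test of 3 against 3 libraries gave 0.1 for each of Slurp1, Cd200 and Klf4, which is the smallest p this design allows.

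**Figure D3:**
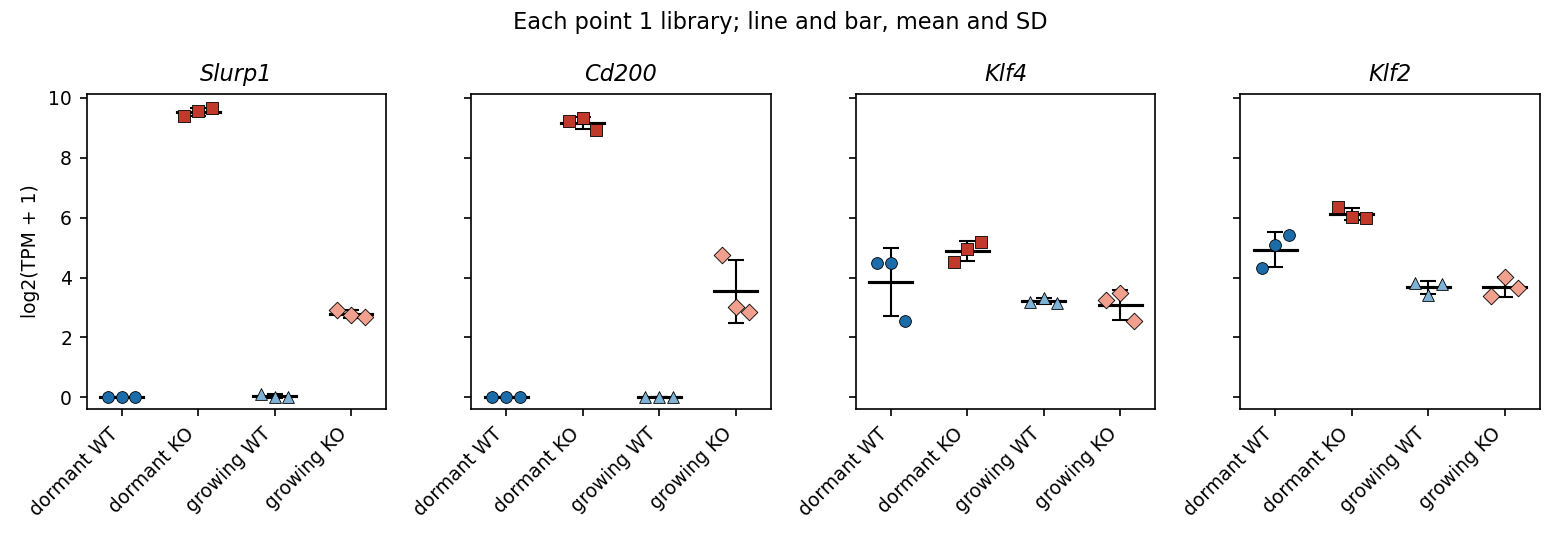
Expression of Slurp1, Cd200, Klf4 and Klf2 as log2(TPM + 1) on the y axis in the 4 groups on the x axis, with 1 point per library, the mean as a line and the SD as a bar. Slurp1 and Cd200 lie far above the other groups in dormant KO, and the lowest dormant KO library for Klf4 (21.91 TPM) lies just above the highest dormant WT library (21.64 TPM).

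Among 11 other Krüppel-like factor genes tested, 0 were called higher in dormant KO than in dormant WT and 2 lower, Klf13 and Klf5, with log2 differences of -1.77 and -2.18. Adjusted over the list alone the count was also 2. Klf2 (chromosome 8, 72319033 to 72321656, plus strand) was at 80.35, 64.03 and 62.07 TPM in dormant KO and 18.73, 32.83 and 41.80 TPM in dormant WT (log2 difference 1.18, adjusted p 0.0597) and was not called. It was called under median-ratio scaling (1.69, adjusted p 0.0129), quantile normalization (1.71, 0.0174), a pseudocount of 5 (1.08, 0.0344) and no filter (1.18, 0.0398), and without the dormant WT library of replicate 2 (1.26, 0.0470) or 3 (1.42, 0.0246). Across all settings and libraries left out, its adjusted p ran from 0.0129 to 0.197. Of 9 integrin pathway genes tested, Fn1 and Itgb1 were lower (-3.75 and -1.66) and Ptk2b higher (3.17) in dormant KO. Adjusted over the list alone 4 genes passed. Fn1 was also called higher in dormant than in growing WT libraries (2.16, limma adjusted p 0.000562). In KO hosts it was lower in dormant libraries by -1.21 (adjusted p 0.00668). The difference of Fn1 between dormant groups thus includes a rise in dormant WT. Of 7 immune evasion genes, Tyrobp, Lgals9 and H2-Eb1 were called higher, and the count was 3 adjusted over the list alone. Of the 6 fits that each left out 1 dormant library, Tyrobp kept its call in 1, H2-Eb1 in 2 and Lgals9 in 3. Without the dormant KO library of replicate 1, for example, the adjusted p was 0.0948 for Tyrobp. It was 0.0839 for Lgals9 without the dormant KO library of replicate 3, and 0.0991 for H2-Eb1 without the dormant WT library of replicate 3. With array weights all 3 calls were lost (0.367 for Tyrobp, 0.183 for Lgals9 and 0.196 for H2-Eb1). The replicate block lost them too (0.0523, 0.0525 and 0.0561). Of 5 dormancy marker genes Gas6 was called (5.80, adjusted p 2.25e-05), at 52.0, 89.5 and 46.2 TPM in dormant KO and 0.32, 0 and 0 TPM in dormant WT. Neither interferon gamma receptor gene was called, with log2 differences of 0.95 for Ifngr1 (adjusted p 0.474) and -0.75 for Ifngr2 (adjusted p 0.444). Of 14 widely expressed genes, Actb, Hsp90ab1 and Pgk1 were called lower, Actb by -1.97.

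Gene lists were compared between the dormant groups with camera. Lists raised in dormant KO were alveolar type 2 (median log2 difference 5.35, adjusted p 5.61e-09), club and ciliated (4.54, 1.15e-05), endothelial (4.21, 2.19e-07), B cell (4.0, 5.22e-05), complement and coagulation (3.97, 2.5e-07), alveolar type 1 (3.80, 2.89e-06), T and NK cell (3.59, 2.98e-05), fibroblast (3.10, 4.68e-05), neutrophil (2.47, 0.000458) and erythroid (2.37, 3.77e-06). Lists lowered were mTORC1 signalling (-0.85, 0.00718), the unfolded protein response (-0.74, 0.00356) and MYC targets (-0.18, 0.00619). Inflammatory mediators (1.29, 0.136), squamous epithelium (1.05, 0.137) and macrophage (0.91, 0.137) were not called with camera but were called higher with fry (adjusted p 2.22e-05, 1.31e-05 and 0.0179). Not called with camera or fry were DNA replication and E2F (0.11, 0.549), the interferon gamma response (-0.09, 0.883) and cell cycle G2/M (-0.34, 0.143). The median of MYC targets was 0.11 under median-ratio scaling (adjusted p 0.0853). Of the 12 alveolar type 2 genes, 10 were called higher, and 11 passed adjusted over the list alone. Growing WT libraries also held transcripts of each list, whether from tumour or host cells. A TPM of at least 1 in every growing WT library was found for 3 of the 12 alveolar type 2 genes. The same held for 7 of the 23 macrophage genes and 32 of the 32 G2/M genes. Over all 6 comparisons, 76 of 114 list tests were called with camera, of which 73 were also called in the same direction with fry and 53 with an estimated correlation. MYC targets, the unfolded protein response and neutrophil were not called between dormant groups with the estimated correlation (adjusted p 0.147, 0.0908 and 0.0741).

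**Figure D4:**
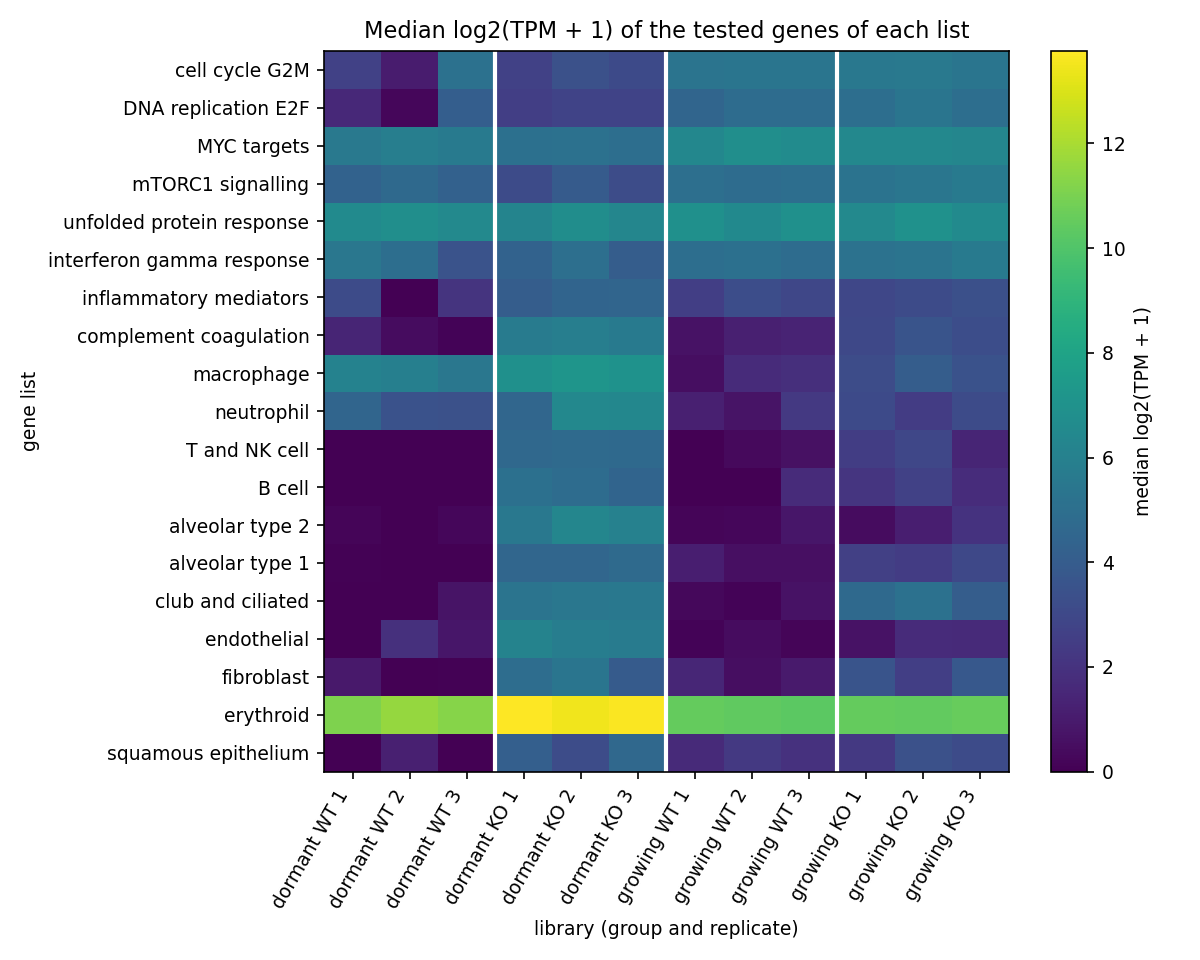
Median log2(TPM + 1) of the tested genes of each of the 19 lists (y axis) in each of the 12 libraries (x axis), with colour giving the median. Cell type lists of the lung are bright in the 3 dormant KO libraries, and the macrophage list is bright in both dormant groups.

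Growing KO and growing WT libraries were compared to ask what the host changed in growing cells. Here 127 genes were called, 93 higher and 34 lower in growing KO, and 979 had an unadjusted p under 0.05. Array weights moved the count most, to 516, and it fell to between 66 and 78 when any 1 of the 6 growing libraries was left out, the lowest without the growing KO library of replicate 2. Rarres2 was at 208, 229 and 408 TPM in growing KO and 1.52, 3.26 and 2.81 TPM in growing WT (log2 difference 6.29, adjusted p 0.0381). That call was lost in each fit that left out 1 library, with an adjusted p of up to 0.169 without the growing WT library of replicate 1. It was also lost with a pseudocount of 0.1 (0.191), no filter (0.114) and the replicate block (0.0589). Igkv12-44 (ENSMUSG00000096422.2, chromosome 6, 69814631 to 69815154, minus strand) was at 83.86, 66.30 and 87.71 TPM in growing KO and 0, 0 and 1.22 TPM in growing WT (5.93, adjusted p 0.000122). Igkv6-23 (chromosome 6, 70260409 to 70260955, minus strand) was at 40.57, 73.36 and 71.30 TPM in growing KO and listed at 0 in growing WT (adjusted p 0.000195). Both belong to a family of similar immunoglobulin segments, so their levels are uncertain. Slurp1 and Cd200 were also called higher in growing KO (adjusted p 0.00771 and 0.00895), and lost the call with a pseudocount of 5 (0.115 and 0.0878).

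Lower in growing KO were Rpl30-ps9 (chromosome X, 105278637 to 105278981, a processed pseudogene), RP23-378I13.5 (chromosome 11, 93949819 to 93968293) and Mir684-1 (chromosome 2, 80628705 to 80628790). Rpl30-ps9 was at 128.7, 49.00 and 209.6 TPM in growing WT and listed at 0 in growing KO, and likewise at 199.1, 196.9 and 29.52 TPM in dormant WT and listed at 0 in dormant KO. RP23-378I13.5, which overlaps Nme1 and Nme2 on the same strand, was at 379, 295 and 344 TPM in growing WT against 0.63, 0.37 and 21.43 TPM in growing KO, and at 245, 239 and 220 TPM in dormant WT against 2.14, 0 and 4.01 TPM in dormant KO. Mir684-1 was at 162.8, 202.7 and 13.10 TPM in growing WT and listed at 0 in growing KO, and its call (adjusted p 0.0348) was lost under no filter (0.101), with a pseudocount of 5 (0.0546) and in 5 of the 6 fits that each left out 1 growing library (0.127 to 0.177). A pseudogene, an overlapping transcript and a small RNA inside other genes can each take reads from elsewhere.

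Lists raised in growing KO over growing WT included club and ciliated (2.16, adjusted p 1.68e-10), macrophage (1.3, 1.31e-11), fibroblast (1.13, 3.94e-06), complement and coagulation (1.13, 2.13e-07) and the interferon gamma response (0.49, 0.000351). In the interferon gamma response list 29 of 34 genes were higher, but the list was not called with fry (adjusted p 0.155) or an estimated correlation (0.240), and 0 of its genes were called, over all genes or adjusted over the list alone. Scgb1a1, a club cell transcript, was at 938 ± 15.7 TPM (SD, n = 3) in growing KO and 278 ± 13.4 in growing WT. Cell cycle G2/M (0.23, 0.429) and DNA replication and E2F (0.23, 0.173) did not differ.

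Dormant and growing libraries of WT hosts were compared within library batch 1. There were 977 calls, 240 higher and 737 lower in dormant WT, with 3113 genes at an unadjusted p under 0.05. The number rose to 1918 without the dormant WT library of replicate 1 and was 310 with array weights. The shared spread per gene may make the count of 977 too high here too, since dormant WT libraries varied most. Under quantile normalization 50.6% of the calls were higher, against 24.6% on TPM as deposited. The median difference of all genes was -0.35 as deposited and 0.04 after quantile normalization. Higher by the naming rule were Gm10800 (11.35), Gm26870 (11.05) and Gm10801 (10.84; chromosome 2, 98662237 to 98664083), with adjusted p of at most 1.24e-07. Lower were Prl2c2 (chromosome 13, 12996125 to 13005383), Ibsp (chromosome 5, 104299171 to 104311469) and Oip5 (chromosome 2, 119609512 to 119618469). Prl2c2, a member of a family of similar genes, and Ibsp were listed at 0 in all dormant WT libraries and were at 58.9 ± 7.21 and 52.5 ± 5.69 TPM (SD, n = 3) in growing WT. Oip5 was at 0, 0 and 0.04 TPM in dormant WT and 46.32, 36.31 and 62.38 TPM in growing WT. The macrophage list rose (median 3.97, adjusted p 6.54e-24), with 14 of its 21 tested genes called and 15 adjusted over the list alone, and the neutrophil list rose (1.46, 3.14e-05). DNA replication and E2F fell (-2.40, 1.01e-07), as did cell cycle G2/M (-1.88, 7.74e-06) and MYC targets (-0.77, 0.0145). With an estimated correlation G2/M (adjusted p 0.0878) and MYC targets (0.184) were not called. The dormant WT libraries differed, with a median log2(TPM + 1) of the G2/M list of 2.68, 1.03 and 5.16 against 5.28, 5.34 and 5.34 in growing WT, and of the E2F list of 1.57, 0.26 and 4.12 against 4.47, 4.88 and 4.85. The erythroid (0.58, adjusted p 0.0011) and endothelial (0.62, 0.018) lists rose, the latter not with fry (0.153) or an estimated correlation (0.147). The median of alveolar type 2 was -0.02 (adjusted p 0.614).

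In KO hosts, within library batch 2, dormant and growing libraries differed in 2313 called genes, 1080 higher and 1233 lower in dormant KO, with 4011 at an unadjusted p under 0.05. The stricter threshold of an adjusted p of 0.01 moved the count most by ratio, to 1383, and array weights gave 3586. With median-ratio scaling 69.2% of the calls were higher, against 46.7% on TPM as deposited, and with quantile normalization 56.9%. The median difference of all genes was -0.32 as deposited, 0.09 with median-ratio scaling and -0.14 with quantile normalization. Higher by the rule were Gm24407 and Gm24265, small nuclear RNA genes on chromosome 5 (115490254 to 115490394 and 115489459 to 115489599), and Clic3 (chromosome 2, 25456838 to 25458776). Gm24407 was at 249.6, 296.6 and 260.6 TPM in dormant KO and listed at 0 in growing KO, and Gm24265 at 267, 445 and 334 TPM against 0, 0 and 14.77 TPM. Such RNAs exist in many similar copies. Clic3 was at 261, 147 and 273 TPM in dormant KO and 3.58, 0 and 0.09 TPM in growing KO, with a log2 difference of 7.01 ± 0.757 (SE, adjusted p 8.46e-05). Lower were Akr1c18 (-6.49, adjusted p 2.91e-08), Igkv12-44, which was listed at 0 in dormant KO, and Mmp10 (chromosome 9, 7502352 to 7510240; -6.31, adjusted p 3.95e-05). Klf2 was called (2.43, adjusted p 0.00158), Klf4 was not (1.80, adjusted p 0.0518) and was called under median-ratio scaling (2.36, adjusted p 0.0143) and 5 other settings, with an adjusted p from 0.0068 to 0.170 over all of them. The lists of cell cycle G2/M (-2.52, 1.69e-07), DNA replication and E2F (-2.32, 4.61e-08), mTORC1 signalling (-1.79, 1.53e-05) and MYC targets (-1.42, 2.81e-07) were lower in dormant KO, and alveolar type 2 (4.36, 4.6e-11), endothelial (3.97, 2.97e-10), neutrophil (3.85, 2.13e-07) and macrophage (3.07, 4.51e-14) were higher. G2/M was not called with an estimated correlation (adjusted p 0.0545).

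Over both hosts 2544 genes were called between dormant and growing libraries, 909 higher and 1635 lower, with 4845 at an unadjusted p under 0.05, beside the 977 and 2313 calls within each batch. The stricter threshold of an adjusted p of 0.01 moved this count most, to 1249. Under median-ratio scaling 56.2% and under quantile normalization 53.9% of the calls were higher, against 35.7% as deposited, and the median difference of all genes was -0.35 as deposited, -0.11 with median-ratio scaling and -0.04 with quantile normalization. Of the genes called in WT hosts and in KO hosts, 298 were shared, 255 in the same direction and 43 in opposite directions. Ccl8 (chromosome 11, 82115185 to 82116799) was higher in both hosts, at 405, 799 and 820 TPM in dormant WT, 0, 4.36 and 0 TPM in growing WT, 1587, 1650 and 1955 TPM in dormant KO and 89.3, 65.8 and 49.2 TPM in growing KO (log2 difference 6.60, adjusted p 1.56e-06). Gm10800 and Gm26870 were the other 2 genes named as higher (6.87 and 6.73). Lower were Ibsp, at 4.47, 1.34 and 0.05 TPM in dormant KO and 61.3 ± 18.7 TPM in growing KO, Kif22 (chromosome 7, 127027729 to 127042471; -4.87, adjusted p 0.00114) and a processed pseudogene (ENSMUSG00000116679.1) on chromosome 16 (42663926 to 42664135; -4.67, adjusted p 4.96e-06). Cell cycle G2/M (-2.31, 1.44e-08) and DNA replication and E2F (-2.46, 7.56e-10) were lower and the macrophage list (3.68, 6.61e-22) higher.

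The interaction asked whether dormant and growing libraries differed alike in both hosts. A batch shift of the same size in both states cancels out of it for genes well above 0 TPM. The interaction called 1312 genes, 803 higher and 509 lower, with 3031 at an unadjusted p under 0.05. A threshold of 0.01 moved the count most, to 615. With median-ratio scaling 79.1% of the calls were higher, against 61.2% as deposited, and the median difference of all genes went from 0.16 to 0.51, or to -0.08 with quantile normalization. Higher by the rule were Mfap2 (chromosome 4, 141010418 to 141015984), at 454, 512 and 313 TPM in dormant KO and listed at 0 in dormant WT, Clic3 and Slpi, with adjusted p of 0.00105, 0.000734 and 3.76e-06. Lower were Gm10801, Gm10800 and Gm10718, with log2 differences of -9.43, -8.97 and -8.97. Of the 2898 genes called between dormant groups, 1216 were also called here, 1215 in the same direction, and 77 were called between growing groups, 76 in the same direction.

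Genes that set dormant KO apart were counted as those called in the same direction against both dormant WT and growing KO. There were 1435, of which 888 were higher and 547 lower in dormant KO. The comparisons share the dormant KO libraries, so an overlap arises without any such genes. Simulations with all groups alike gave a mean of 0.05. Simulations with dormant KO set to the sum of the state and host differences gave a mean of 50.2, with a range from 39 to 61. Every group was simulated with the same spread per gene, whereas dormant WT libraries varied most, so these levels may be too low. The count was 951 without the dormant KO library of replicate 1, 951 with only the groups compared in the fit and 940 with an adjusted p threshold of 0.01, which moved it most.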

Values the study reported

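In the study, 504 genes were said to change only in dormant tumour cells when Tgfbr2 was missing from myeloid cells of the host.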

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

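The tests of the airway, of mesothelial cells, of random lists, of carry-over, of batch by the interaction and of the split with exchanged labels were chosen only after the result was seen, as were the cutoff of the squamous test and the value read for alveolar type 2 in WT hosts. The squamous test was first read at a median under 1 TPM, which left it undecided, and the cutoff was then set relative to the level of Slurp1.

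The difference between dormant and growing libraries was not alike in the hosts for 1312 genes, by the interaction term. In the 100 splits drawn of the 12 libraries, only the real grouping gave as many calls (1 of 100), and the highest other count was 1090, so an arbitrary grouping like those drawn does not account for the number. The split that exchanges the state labels of 1 host was not among those drawn and gives 3011 calls, more than the real grouping, because its interaction is the sum of the state differences of both hosts. A batch shift of the same size in both states cancels from the interaction for genes well above 0 TPM. Of the genes called between dormant libraries of the hosts, 1215 were called in the same direction here. Such a shift does not account for those well above 0 TPM in WT hosts. A gene held near 0 in both WT groups has a WT state difference near 0 whatever the batch did. Cd200 was listed at 0 in all WT libraries, and its interaction (5.61) equals its difference in KO hosts. For such genes, which were not counted, a batch shift stays open, as it does for the other genes called between dormant libraries. Of all genes called between dormant libraries, 2.62% were called in the same direction between growing libraries. A missing call is not the absence of a shift, since 38% of genes changed by 3 log2 units were called between simulated dormant groups. Of the 127 genes called between growing libraries, 76 were called in the same direction between dormant libraries. A batch effect on the dormant libraries alone could not be tested, since batch and host are the same split.

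Slurp1 and Cd200 were set apart by the interaction, with fitted values of 6.77 (limma adjusted p 6.04e-05) and 5.61 (adjusted p 0.00126). Dormant WT libraries are listed at 0 for both genes, so these values depend on the pseudocount, and over the other settings they ran from 6.09 to 7.33 for Slurp1 and from 5.15 to 6.19 for Cd200. The calls held in every setting.

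The source of Slurp1 and Cd200 was weighed among cells of the host. Squamous cells stay open as a source of Slurp1. The median of the squamous list in dormant KO was 1.04 TPM against 736 TPM for Slurp1, with Krt5 at 0.787 TPM and Krt14 at 3.03 TPM. The later cutoff read this as against squamous cells, but it was set after the value was seen. The list was not silent, with Dmkn at 366 TPM and Sbsn at 75.9 TPM, so its median decides nothing. Airway cells stay open. The median growing KO level of the club and ciliated list was 50.05% of its dormant KO level, against 0.808% for Slurp1, but the genes of the list ran from 1.19% to 4868%, so the median decides nothing. Mesothelial cells or their RNA fit by the count of calls. In the mesothelium list 11 of 11 tested genes were called higher in dormant KO than in dormant WT and 10 higher than in growing KO. The list had a median of 20.2 TPM in dormant KO, and its most abundant gene there, Igfbp6, was at 1893 TPM. Igfbp6 was less specific to dormant KO than Slurp1. Its log2 differences were 2.76 from dormant WT and 3.35 from growing KO, against 9.52 and 6.73 for Slurp1. The exception was Msln, at 278 TPM in dormant KO, which was not called against growing KO (log2 difference 2.94, adjusted p 0.118). By the measure used for the airway, mesothelium genes in growing KO had a median of 4.04% of their dormant KO level and ran from 2% to 12.7%, a range that holds Cd200 (2.29%) but lies above Slurp1, so mesothelial cells as the whole source of Slurp1 stay open too. No value here separates expression by tumour cells from expression by mesothelial cells in the sort.

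Carry-over of dormant KO RNA into growing KO libraries of the same batch was weighed as the source of the low Slurp1 and Cd200 values there. Over 9 genes at 300 TPM or more in dormant KO and under 1 TPM in every growing WT library, the growing KO level ran from 0.808% to 7.67% of the dormant KO level. The SD over genes was 1.17 on the log2 scale, against 0.503 between libraries, so carry-over of one fraction does not account for all 9 genes. For Slurp1 alone, at 0.808%, carry-over stays open, since Fxyd3 (1.13%) and Sftpc (1.08%) lay close to it.

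The interaction also set apart 12 lists by camera, of which fibroblast, neutrophil, MYC targets and the unfolded protein response were not called with an estimated correlation (adjusted p 0.0868, 0.144, 0.0878 and 0.138). Raised in dormant KO beyond the change in WT hosts were alveolar type 2 (median 3.72), alveolar type 1 (3.40), endothelial (3.34), B cell (3.25), complement and coagulation (2.88), T and NK cell (2.74), erythroid (2.19), neutrophil (2.18) and fibroblast (1.87). Host lung RNA or cells in the dormant libraries fit the KO result, where 5 of the 5 host cell lists named in the prediction were raised. In WT hosts the evidence was mixed. The macrophage list rose by a median of 3.97 and the erythroid list by 0.58 (adjusted p 0.0011), and the endothelial list rose by 0.62 with camera (0.018) but was not called with fry (0.153), whereas the alveolar type 2 list had a median of 0.115 TPM in dormant WT, which speaks against lung epithelium there. A change of the tumour cells towards these cell types was not tested, since no value in the table tells host from tumour transcripts.

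Lowered in dormant KO beyond the change in WT hosts were mTORC1 signalling (-0.89), the unfolded protein response (-0.74) and MYC targets (-0.21). A lower share of tumour cell RNA in dormant KO was weighed within each host. Between dormant and growing KO libraries mTORC1 signalling fell by -1.79 and MYC targets by -1.42, against medians of -0.65 and -0.70 for random lists matched on TPM, of which 0.02% and 0.18% fell as far. The unfolded protein response fell by -0.42 against -0.74, and 87.8% of random lists fell as far. These values describe the lists and leave a lower share open for all 3, since the level of each gene in host cells is unknown and RNA of the host would hold up the genes it shares. In WT hosts 59.1%, 7.53% and 97.8% of random lists fell as far as these lists. The difference between hosts was not itself set against random lists.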

How the results depend on the processing

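No alternative was added after the result was seen, but the rule that a list median of 0 has no direction was. Among results for single genes, 1020 kept direction and call, 41 became weaker, 16 stronger and 3 reversed. Among list results these numbers were 1925, 94, 73 and 36. Of the counts of calls 103 stayed within 1.5 times and 29 moved. Of the mean correlations within groups, 5 stayed within the SD over pairs of the first fit and 19 moved beyond it. That SD is small, and each of them moved by less than 1.5 times. The value of dormant WT went from 0.687 to between 0.609 and 0.766. The calls of Slurp1 and Cd200 and the lack of one for Klf4 between dormant groups held in all 15 other fits. The cause of the changes below was not tested, except where fewer libraries or a stricter threshold is the cause.

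At an adjusted p of at most 0.01 the counts were 1873 of 2898 between dormant groups, 64 of 127 between growing groups, 340 of 977 in WT hosts, 1383 of 2313 in KO hosts, 1249 of 2544 over both hosts, 615 of 1312 for the interaction and 940 of 1435 for the overlap. With no filter WT hosts gave 637. With only the groups compared in the fit the dormant groups gave 1553, the growing groups 325 and the overlap 951. This fit is the same as the first for both hosts and the interaction, which have no value here. Array weights gave 1418 between dormant groups, 516 between growing groups, 310 in WT hosts and 3586 in KO hosts.

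With the replicate number as a block, WT hosts gave 415 and the interaction 670 calls. Same-numbered libraries showed no sign of pairing, which does not rule out that they came from the same mouse. The correlation of same-numbered deviations ran from -0.014 to 0.021, and 0 of 12 pairs were over 0.1.

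Across the fits that each left out 1 library, the counts ran from 66 to 78 between growing groups, from 447 to 1918 in WT hosts, from 861 to 1937 for the interaction and from 951 to 1756 for the overlap. The difference of Cd14 between dormant groups ran from -0.12 to 0.72. List medians ran from -0.49 to 0.38 (G2/M) and -0.20 to 0.43 (interferon gamma) between dormant groups, and from -0.105 to 0.0202 (unfolded protein response) and -0.0275 to 0.37 (inflammatory) between growing groups. In WT hosts they ran from -0.39 to 0.13 (alveolar type 1), -0.0517 to 0.0296 (alveolar type 2), -0.0294 to 0.0342 (inflammatory) and -0.29 to 0.47 (complement). For the interaction they ran from -0.79 to 0.23 (G2/M), -0.71 to 0.11 (interferon gamma) and -0.33 to 0.000764 (E2F).

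Reversed with a pseudocount of 0.1 were interferon gamma between dormant groups (0.11) and E2F in the interaction (0.19). Reversed with a pseudocount of 5 were E2F between dormant groups (-0.20), alveolar type 1 in WT hosts (0.02) and macrophage in the interaction (0.0535). Median-ratio scaling reversed Ptprc (0.18), G2/M (0.0415), MYC targets (0.11) and interferon gamma (0.38) between dormant groups, the unfolded protein response in KO hosts (0.15), and E2F (0.0496), MYC targets (0.31) and interferon gamma (0.0805) in the interaction. The MYC median of 0.31 was still called lower with camera (adjusted p 0.0146), which ranks a list against all other genes. Quantile normalization reversed Ptprc (0.14), E2F (-0.18) and interferon gamma (0.0113) between dormant groups. In WT hosts it reversed interferon gamma (0.0233), inflammatory (0.28), complement (0.61), T and NK cell (0.21), B cell (0.0946), alveolar type 2 (0.53) and alveolar type 1 (0.38).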

Other observations

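The tests of random lists and of the split with exchanged labels were chosen only after the result was seen, and the reading of the test for few molecules was changed after its values were seen.

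The genes that set dormant KO apart from both dormant WT and growing KO numbered 1435. That is higher than the value quoted from the study above, but the counts were not defined alike. The study counted genes unique to dormant cells of KO hosts, with a count model. The count here takes genes called in the same direction in both comparisons, with a linear model of TPM. It does not leave out genes that also changed in other comparisons. The gap between the counts therefore does not speak for or against the value of the study.

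An arbitrary grouping of the libraries was weighed for the other counts of calls. In each comparison of 3 against 3 libraries, 1 of 10 splits, the real one, gave as many calls, which cannot go lower with 10 splits and so leaves this undecided there. Other splits gave at most 9 genes between dormant groups, 3 between growing groups, 3 in WT hosts and 8 in KO hosts. Over both hosts 1 of 100 splits gave as many, with 937 as the highest other count, so an arbitrary grouping does not account for that count. The split that exchanges the state labels of 1 host, not among those drawn, gives 1058.

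Satellite-type transcripts marked the dormant WT libraries, and genomic DNA fits as their source. Olfactory and vomeronasal receptor genes, which these cells are not expected to transcribe, were above 0 for 255, 236 and 239 of 1775 genes in the dormant WT libraries. The lowest of these, 236, compares with at most 35 in growing libraries and 47 in dormant KO. A rise of satellite transcription in dormant cells of WT hosts was not tested and would not by itself explain the receptor genes.

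Dormant WT libraries agreed least with each other. If few RNA molecules were the cause, the SD of dormant WT relative to growing WT was predicted to fall as genes become more abundant. It was 2.54 at 1 to 10 TPM, 5.02 at 10 to 100 TPM and 3.94 at 100 TPM or more, so the predicted steady fall was not met. The lowest level is held down by the pseudocount, with 41.8% of its dormant WT values at 0, and the explanation was therefore left undecided instead of ruled out, a reading made after the values were seen.

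Abundant genes that displace the rest of the TPM were weighed as the cause of lower calls between dormant groups. Of 1221 genes called lower in dormant KO, 798 stayed so after median-ratio scaling and 997 after quantile normalization, so displacement does not account for the whole.

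A lower share of tumour cell RNA was weighed as the cause of the lower cell cycle lists in dormant KO. Random lists matched to the G2/M list fell by a median of -0.84 and the lowest of 10000 by -1.81, against -2.52 for G2/M. This leaves a lower share open, since the level of each gene in host cells is unknown and RNA of the host would hold up the genes it shares, and so limit the fall of random lists. Of 570 genes at 300 TPM or more in both growing groups, 50 were at 0.25 times that level or less in dormant KO and 2 in dormant WT. Spp1 was at 4.47% of its growing KO level, Akr1c18 at 1.09%, Rhox5 at 7.99% and Lxn at 8.34%, while the median log2 ratio of the 570 genes was -0.49.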
